A study of Plasmodium falciparum with 20 samples.

How the data were processed

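Chromatin of *Plasmodium falciparum*, the malaria parasite, was immunoprecipitated with an antibody against H3K9me3, the histone mark of heterochromatin in this organism, and the recovered DNA was sequenced. Per the labels, the 20 samples were 10 immunoprecipitated libraries and 10 input libraries from 2 parasite lines. E5ind had 2 libraries of each of 4 stages: asexual rings, sexual rings, stage I gametocytes and stage II-III gametocytes. NF54-gexp02-Tom had 1 library each of asexual and sexual rings. Per the labels' protocols, infected cells were lysed with saponin, treated with formaldehyde and glycine, and the chromatin was sheared by sonication.

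The values came from 10 peak lists, 1 per immunoprecipitated library, so the authors called peaks per sample and not on pooled samples. The lists are in the narrowPeak layout and are named as MACS2 output, per the file names and the peak names. The caller's version, its threshold, the control it used and the aligner are not given in the sources used here. Contig names in the lists are those of the version 3 assembly of strain 3D7. For each peak the authors deposited a start and an end, a score, a fold enrichment (a ratio over the caller's local background), and the −log10 of a p-value and of a q-value. The deposited score equalled 10 times the −log10 q with its decimals dropped, and was not used. Fold and −log10 q are each peak's own values, as the authors' caller gave them. They were used only to describe, rank or filter peaks inside a list. The lowest fold in any list was 1.50. The lowest −log10 q lay between 2.21 and 5.49 in the E5ind lists, and was 1.31 and 1.38 in the asexual and sexual ring lists of NF54-gexp02-Tom. The peak names of all 8 E5ind lists carried a tag for removed duplicates, which the file names of all 10 lists carried but the peak names of the NF54-gexp02-Tom lists lacked, so the 2 lines were not assumed to have been processed alike. The lists hold no read counts. Sequencing depth is therefore unknown, no interval that needs it is given, and a base outside every peak is a base at which no peak was called, not a base without the mark. The 10 input libraries were not used as separate measurements.

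Coverage of a library was the union of its peaks. From it were computed the covered length, the share of that length within 100 kb of a chromosome end, the covered share of each 1 kb bin counted from position 1 of each chromosome (23283 bins on 14 chromosomes), and the covered share of each gene. Chromosome lengths were not used here, so a chromosome was taken to end at its furthest peak or gene end, 23.28 Mb in sum. Gene positions came from the RefSeq gene table of the 3D7 assembly, with 5615 genes, of which 5282 are protein coding. Peak and gene coordinates were checked against each other by shifting the genes in steps of 100 bp up to 3000 bp either way. The best correlation with coverage fell within 200 bp of no shift on 13 of 14 chromosomes, where 8.2% would do so by chance. The best correlations were low, from -0.11 to 0.167, so the check is a weak one. On chromosome 9 the best shift was -3000 bp, the edge of the range, and the positions there were not checked by this test. The table gives no strand, product or gene symbol. A gene region with 1 kb upstream could not be formed without strand, and families of variant genes are not named. All coordinates are 1-based.

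A gene covered over at least 50% of its span is called heterochromatic here. A bin or gene differed between 2 stages when the lowest library of the higher stage exceeded the highest library of the other by at least 50 percentage points. No p-value was computed per bin or gene, because 2 libraries against 2 allow 3 splits and a smallest two-sided p of 0.33. Counts were compared instead with those of the other 2 splits of the same 4 libraries, the split by replicate number and the crossed split. Effects of stage on a value per library were tested by exact permutation of the ratio of the variance between stages to that within them, one-sided, over all 105 partitions of the 8 E5ind libraries into 4 pairs (smallest possible p 0.00952). Similarity of peak profiles was tested the same way on the Jaccard index, the shared bases of 2 libraries over the bases covered in either. NF54-gexp02-Tom had 1 library per stage, and its differences have no replicate check and no test.

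The tests, the alternatives and the rule for named items were chosen before the data were examined. Named are 11 genes listed beforehand by identifier, with the names in use for them (all 11 matched the table by identifier), up to 3 genes per contrast and direction with the largest gap between stages (ties by difference of the means, then length, then identifier), and up to 2 of the longest runs of adjacent differing bins per contrast and direction. Ties between runs were broken by genomic order, which the rule had not fixed. The alternatives were peaks with −log10 q of at least 10, peaks of at least 3-fold, covered length matched between libraries by taking peaks in order of q down to the length of the smallest library, joining of peaks within 1 kb, other bin widths, gaps, gene shares and subtelomere widths, a replicate block, and leaving out each library in turn. Genes extended by 1 kb on both sides were added after the data were seen, in place of the upstream region.

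The gap rule was tested on simulated libraries made from the asexual ring coverage of E5ind, and the partition test on random normal values. Of 200 bins planted as higher over the 23283, all 200 were found with 1 false call, and of 100 planted as lower 95 were found with 0 false calls. In unchanged simulated libraries 0 bins were called higher and 1 lower. Both simulated stages came from the same asexual ring libraries, changed only by small shifts of peak edges and a few dropped peaks. Planted bins were set to full coverage or to none. Real libraries can differ more, so these counts do not give the error rate of the rule in the real data. The partition test gave p of at most 5% in 6.75% of 400 draws without an effect. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.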

Results

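H3K9me3 was profiled by ChIP-seq in asexual parasites and along the early steps of sexual development, to ask how the distribution of heterochromatin changes when *P. falciparum* converts from asexual growth to gametocytes, the forms taken up by mosquitoes. Rings are the young stage inside a red blood cell. Sexual rings are rings of parasites that have converted, and stage I and stage II-III gametocytes follow them. E5ind and NF54-gexp02-Tom are laboratory lines of the parasite. Peak lists of 10 libraries were compared, 2 for each of 4 stages in E5ind and 1 each for asexual and sexual rings in NF54-gexp02-Tom. Read depth is unknown for all 10, so a value has only the spread between libraries as its error, and the values of NF54-gexp02-Tom have none.

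In E5ind the number of peaks per library ranged from 477 to 873. Asexual rings had 579 ± 144 peaks (SD, n = 2), sexual rings 731 ± 201, stage I gametocytes 572 ± 49.5 and stage II-III gametocytes 695.5 ± 211. Peaks covered 2084 ± 132 kb in asexual rings, 2001 ± 233 kb in sexual rings, 2091 ± 35.9 kb in stage I and 2308 ± 335 kb in stage II-III, or 8.95%, 8.60%, 8.98% and 9.91% of the genome as delimited here. The larger mean of stage II-III rested on replicate 1, with 2544 kb, since replicate 2 had 2071 kb. Neither measure differed between stages by more than libraries of 1 stage differed (exact permutation test, one-sided, p = 0.695 for both). Of the covered length 77.5% ± 0.357 lay within 100 kb of a chromosome end in asexual rings and 78.5% ± 1.14 in stage II-III (exact permutation test over the 4 stages, p = 0.590). The exact permutation p of that share depended on the setting. It was 0.0286 with peaks of at least 3-fold only, 0.0762 at matched covered length, 0.0571 within 150 kb and 0.676 within 50 kb.

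Heterochromatic genes numbered 440.5 ± 14.8 in asexual rings, 446.5 ± 19.1 in sexual rings, 435 ± 5.66 in stage I and 495.5 ± 23.3 in stage II-III (SD, n = 2 each). Both stage II-III libraries, with 512 and 479, had more than any other E5ind library, of which the highest had 460, but the difference between stages did not pass the exact permutation test (p = 0.105). Matching the covered length of the libraries raised this p to 0.905.

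**Figure D1:**
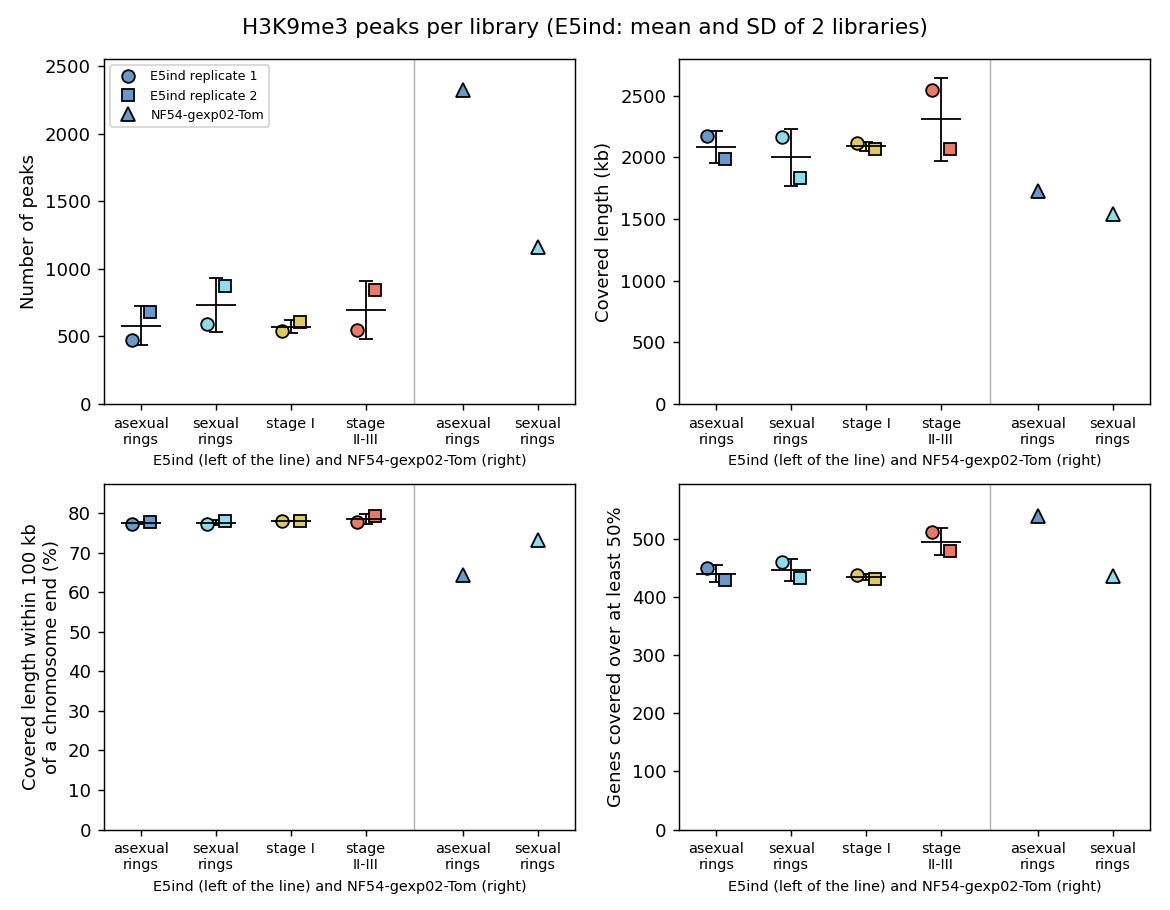
Number of peaks, covered length in kb, percent of covered length within 100 kb of a chromosome end, and number of genes covered over at least 50%, for each library by stage (circles and squares: E5ind replicates 1 and 2; bars: mean and SD; triangles: NF54-gexp02-Tom, 1 library per stage). The 2 stage II-III libraries, with 512 and 479 heterochromatic genes, lie above the other 6 E5ind libraries, and the asexual ring library of NF54-gexp02-Tom stands out with 2322 peaks.

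Peak profiles of E5ind libraries were compared in pairs. The mean Jaccard index was 0.865 over the 4 pairs of libraries of 1 stage and 0.855 over the 24 pairs of different stages, a difference that did not pass the test (exact permutation test, one-sided, p = 0.276). Different-stage pairs with the same replicate number had a mean of 0.878 and those with different numbers 0.832. All 4 same-stage pairs have different numbers, so the test sets them against pairs of both kinds. The p of 0.276 (exact permutation) therefore does not show that stages were alike. With replicate number as a block the exact permutation p was 0.0417, the smallest that its 24 arrangements can give. The replicate numbers are not stated to be batches. Stage II-III libraries had a mean index of 0.808 with those of other stages and 0.804 with each other, the lowest of the 4 same-stage pairs. With matched covered length, same-stage pairs were less alike than different-stage pairs (p = 0.790, exact permutation), and the same was found without stage I replicate 1 (p = 0.581) or replicate 2 (p = 0.619).

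The comparison of sexual with asexual rings asks whether heterochromatin has changed at the first stage after conversion. In E5ind 2 bins were higher in sexual rings and 0 were lower, while the split of the same libraries by replicate number gave 69 bins and the crossed split 0. Both bins lay near the left end of chromosome 3, at 14001-15000 and 22001-23000, where the gene table places no gene. The bin at 14001-15000 was covered over 97.6% and 100% in sexual rings and over 0% and 37.7% in asexual rings. Its sexual ring peaks were of 2.04-fold in replicate 1 and 41.5-fold in replicate 2. At 22001-23000 the sexual ring values were 100% and 79.7%, against 0% in both asexual libraries, and rested on peaks of 1.51-fold and 1.58-fold. No gene passed in either direction. Single libraries limited these counts. Without sexual ring replicate 1, 51 bins and 1 gene were lower and 5 bins were higher, without asexual ring replicate 2 the counts were 23 lower and 26 higher bins and 5 lower genes, and without sexual ring replicate 2, 18 genes were higher.

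Stage I gametocytes were compared with sexual rings for the next step. Again 2 bins were higher and 0 lower, against 22 for the split by replicate number. They lay on chromosome 3 at 18001-19000, covered over 51.3% and 100% in stage I and 0% in both sexual ring libraries, and on chromosome 10 at 1663001-1664000, covered over 100% and 73.2% in stage I against 23.0% and 22.4%. The 51.3% in stage I replicate 1 rested on peaks of 1.66-fold and 1.86-fold. No gene passed. Without sexual ring replicate 1, 89 bins were higher, and without sexual ring replicate 2, 21 genes and 11 bins were lower.

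Differences were more numerous at stage II-III. Against stage I gametocytes, 113 bins were higher and 23 lower in stage II-III, while the split by replicate number gave 22 bins and the crossed split 0. Against asexual rings, 122 bins were higher and 18 lower, with 80 for the split by replicate number. The higher bins of the comparison with asexual rings formed 83 runs on 12 chromosomes, and 83.6% of them lay within 100 kb of a chromosome end. Of the lower bins 22.2% did, and 9 of the 18 were on chromosome 14. The count changed with the processing and with single libraries. With covered length matched, 51 bins were higher and 25 lower against asexual rings, and 32 higher and 27 lower against stage I. With 1 library, stage II-III replicate 2, left out, 380 bins were higher than in asexual rings and 395 higher than in stage I, because only replicate 1, which covers more length, was then required to differ. Without stage II-III replicate 1, 40 bins were lower than in asexual rings and 63 lower than in stage I. Without asexual ring replicate 2, 46 were lower than in asexual rings.

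**Figure D2:**
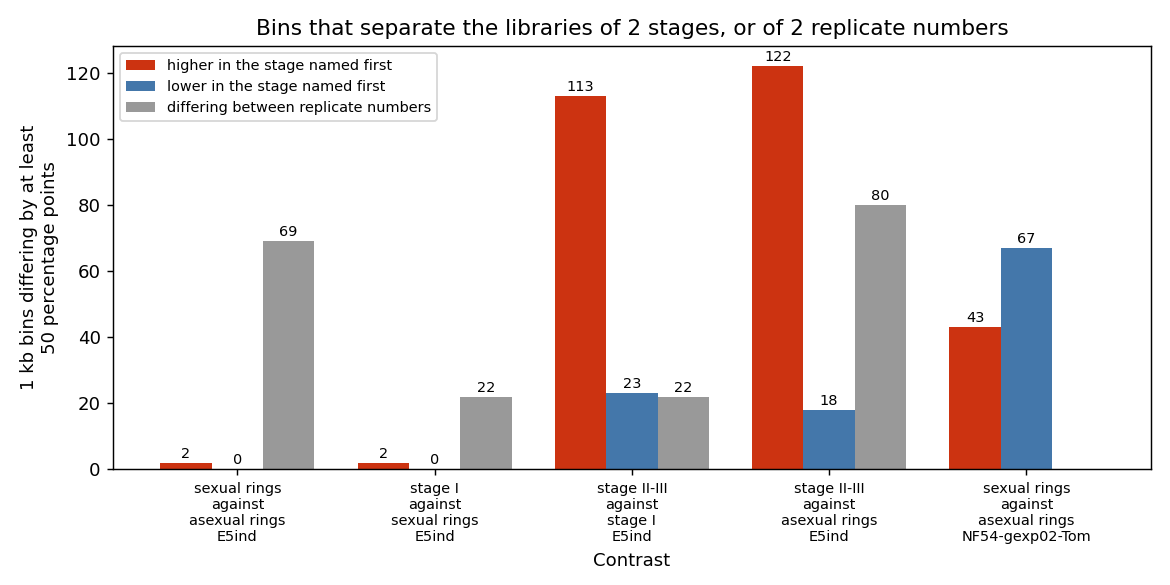
Number of 1 kb bins whose covered share separates the libraries of the 2 stages of a contrast by at least 50 percentage points, higher (red) or lower (blue) in the stage named first, and the number for the split of the same 4 libraries by replicate number (grey; not defined for NF54-gexp02-Tom). The 122 and 113 bins higher in stage II-III exceed the 80 and 22 of the replicate split, while the first 2 contrasts give 2 bins each against 69 and 22.

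Among genes, 44 were higher in stage II-III than in asexual rings and 1 was lower, against 1 gene for the split by replicate number. Against stage I, 44 were higher and 0 lower, also with 1 for the replicate split. The 44 genes higher than in asexual rings lay on 11 chromosomes, 35 of them within 100 kb of a chromosome end. With covered length matched, 5 genes were higher and 3 lower against asexual rings, and 11 higher and 4 lower against stage I. Extending the genes by 1 kb on both sides left 11 higher genes against asexual rings and 12 against stage I. Without stage II-III replicate 2 the counts were 66 and 68. Lower genes numbered 10 against asexual rings without asexual ring replicate 2, 3 without stage II-III replicate 1, and 4 against stage I without stage I replicate 2.

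Of the higher genes, 15 were covered over 100% in both stage II-III libraries and 0% in both stage I libraries, and 14 so against asexual rings. The longest 3 of these were the same in both comparisons. PF3D7_0401800 (chromosome 4, 103742-105603), PF3D7_0201600 (chromosome 2, 77251-78808) and PF3D7_1149100.1 (chromosome 11, 1972400-1973874), all protein coding and given by the coordinates of the RefSeq gene table, were covered over 100% in both stage II-III libraries and 0% in the other 6 E5ind libraries. The peaks over PF3D7_0401800 had a fold of 10.9 in replicate 1 and 6.12 in replicate 2. At matched covered length the difference was 50 percentage points for PF3D7_0401800 and 0 for the other 2 genes, whose peaks had folds between 3.53 and 5.14. The longest runs higher than in stage I were on chromosome 11 at 1976001-1980000, across PF3D7_1149200, and at 1983001-1987000, across PF3D7_1149300 and PF3D7_1149400. They were covered over 100% in stage II-III replicate 1, over 80.9% and 81.2% in replicate 2, and over 0% in the other 6 libraries. In replicate 2 the run at 1976001-1980000 rested on peaks of 2.67-fold and 2.996-fold, which a filter at 3-fold removes. The run at 1983001-1987000 rested there on peaks of 3.34-fold to 6.57-fold. The longest run higher than in asexual rings was near the left end of chromosome 3, without a gene in the table, and 3 runs of 4 bins followed, of which the first in genomic order, on chromosome 10, is named here. On chromosome 3, 16001-24000 was covered over 0% in asexual rings, 13.7% in sexual rings, 26.2% in stage I and 88.1% in stage II-III in replicate 1, and over 5.83%, 34.6%, 73.8% and 100% in replicate 2. On chromosome 10, 1670001-1674000 was covered over 0%, 15.6%, 38.7% and 100% in replicate 1 and over 22.3%, 52.9%, 100% and 100% in replicate 2.

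**Figure D3:**
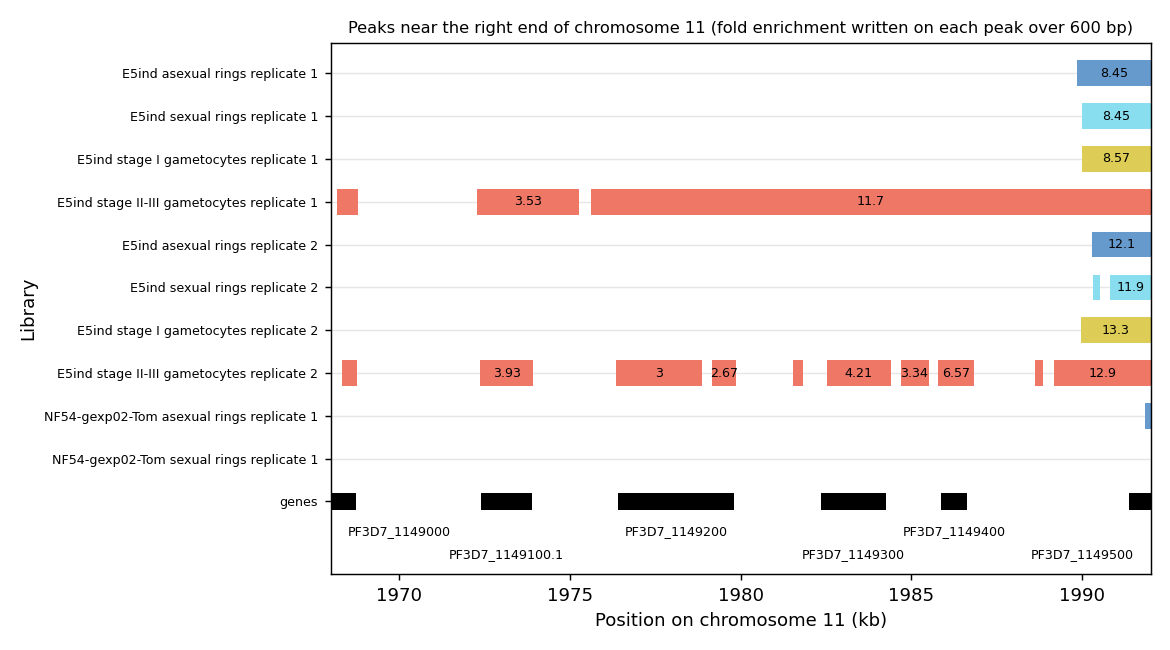
Peaks of the 10 libraries near the right end of chromosome 11 (x axis in kb), with the genes of the RefSeq table in black and the authors' fold on the longer peaks, a value to be read inside its own library. The 2 stage II-III libraries have peaks over PF3D7_1149100.1, PF3D7_1149200, PF3D7_1149300 and PF3D7_1149400, where the other 6 E5ind libraries and both NF54-gexp02-Tom libraries have none.

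Coverage was lost at few places. PF3D7_1476500 (chromosome 14, 3147490-3148584) was the gene lower in stage II-III than in asexual rings, with 0% in both stage II-III libraries against 71.6% and 69.9%. The adjoining run at 3148001-3152000, which also reaches PF3D7_1476600, was the longest lower run in both comparisons. It was covered over 100% in both asexual ring libraries, 100% and 72.9% in sexual rings, 82.7% and 82.9% in stage I, and 2.08% and 1.78% in stage II-III. At matched covered length PF3D7_1476500 fell by 34.9 percentage points. A run on chromosome 9 at 1390001-1392000, without a gene in the table, was covered over 75.8% and 55.9% in asexual rings, 82.0% and 27.4% in sexual rings, 77.1% and 60.1% in stage I and 0% in both stage II-III libraries. In replicate 2 its peaks were all under 3-fold, at most 2.71-fold in asexual rings, 1.84-fold in sexual rings and 2.98-fold in stage I.

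Of the 11 genes listed beforehand, none passed the 50-point rule between asexual rings and stage II-III. PF3D7_1222600 (ap2-g, the regulator of sexual conversion; chromosome 12, 907203-914501) was covered over 99.9% ± 0.155 of its span in asexual rings, 91.7% ± 9.64 in sexual rings, 84.3% ± 10.1 in stage I and 59.5% ± 13.4 in stage II-III (SD, n = 2 each). In replicate 1 the shares were 100%, 84.9%, 77.1% and 50.05%, and in replicate 2 they were 99.8%, 98.5%, 91.4% and 69.0%. Both stage II-III values lay below all values of the other stages. In NF54-gexp02-Tom the share was 99.8% in asexual and 86.8% in sexual rings. From asexual rings to stage II-III the share fell by 40.4 percentage points, fell by 67.0 at matched covered length, fell by 49.8 without stage II-III replicate 2 and fell by 30.9 without stage II-III replicate 1.

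**Figure D4:**
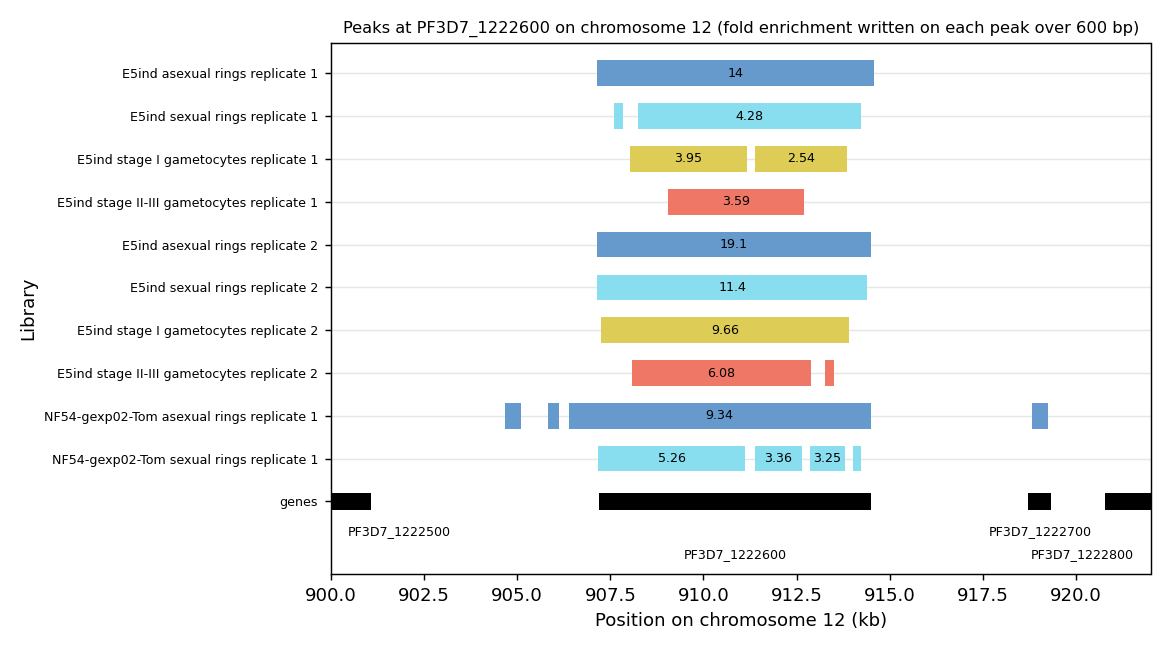
Peaks of the 10 libraries around PF3D7_1222600 on chromosome 12 (x axis in kb), with the genes of the RefSeq table in black and the authors' fold on the longer peaks, a value to be read inside its own library. Peaks cover 100% and 99.8% of PF3D7_1222600 in the asexual rings of E5ind replicates 1 and 2, and 50.05% and 69.0% in stage II-III, where replicate 2 has 2 peaks.

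PF3D7_0936600 (gexp05; chromosome 9, 1446929-1447947) was covered over 49.4% ± 14.3 in asexual rings, 52.8% ± 7.29 in sexual rings, 45.8% ± 15.8 in stage I and 0% in both stage II-III libraries, and over 97.2% and 96.4% in asexual and sexual rings of NF54-gexp02-Tom, on a chromosome where the shift check of gene positions failed. Its peak stood lower within its own list before stage II-III. By fold it was at percentile 72.7 in asexual rings, 16.6 in sexual rings and 5.40 in stage I in replicate 1, and at 49.9, 9.62 and 0.659 in replicate 2, and its sexual ring and stage I peaks were all under 3-fold. PF3D7_1253000 (geco; chromosome 12, 2168181-2169759) was covered over 29.0% ± 3.45 in asexual rings, 2.79% and 16.7% in sexual rings, 0% and 38.6% in stage I and 0% in both stage II-III libraries, by peaks of at most 2.51-fold in E5ind, and with peaks of at least 3-fold the difference was 0. PF3D7_1477400 (chromosome 14, 3183248-3184352) was at 100% in the 6 libraries of the earlier stages and at 57.7% and 96.4% in stage II-III. With peaks of at least 3-fold it fell by 100 percentage points, since its stage II-III peaks had folds of 1.83 and 2.71. PF3D7_1477300 (chromosome 14, 3179624-3180610) was at 100% in all 10 libraries. At matched covered length it fell by 100 percentage points in E5ind stage II-III, since matching removed its peaks of 3.21-fold and 3.98-fold there.

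The remaining listed genes did not differ between E5ind asexual rings and stage II-III beyond the spread of their libraries. PF3D7_1036300 (dblmsp2; chromosome 10, 1432498-1434786) was covered over 99.7% or more in every E5ind library, though at matched covered length it fell by 50 percentage points. PF3D7_0302200 (clag3.2; chromosome 3, 119458-124735) was covered over 88.2% to 89.3% in E5ind, and its neighbour PF3D7_0302500 (clag3.1; chromosome 3, 135418-140660) over 0% in 7 E5ind libraries and 5.97% in stage II-III replicate 1. At matched covered length PF3D7_0302200 fell by 33.9 percentage points. Matching removes peaks from the longer lists, so the matched falls at PF3D7_1036300 and PF3D7_0302200 are not read as declines. PF3D7_1102500 (gexp02; chromosome 11, 119412-121506) had no peak in any of the 10 libraries. PF3D7_0935400 (gdv1; chromosome 9, 1377953-1379752) had none in E5ind and was covered over 65.4% in NF54-gexp02-Tom asexual rings by peaks of at most 3.12-fold. PF3D7_0406200 (pfs16; chromosome 4, 329216-329689) was covered in E5ind in sexual ring replicate 1 alone, over 71.7%, by a peak of 2.54-fold, and over 51.3% and 73.0% in asexual and sexual rings of NF54-gexp02-Tom.

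NF54-gexp02-Tom repeated the comparison of sexual with asexual rings in another line. The asexual ring library had 2322 peaks with a median width of 318 bp, covering 1724 kb, and the sexual ring library 1165 peaks with a median width of 688 bp, covering 1543 kb. Of the peaks, 53.2% were under 3-fold in asexual and 21.9% in sexual rings. The share of covered length within 100 kb of a chromosome end was 64.4% and 73.3%, and heterochromatic genes numbered 540 and 436. The Jaccard index between the 2 libraries was 0.710, and between them and E5ind libraries 0.580 on average. In sexual rings 43 bins were higher and 67 lower, and 3 genes were higher and 92 lower. The direction of the bin counts changed with the peaks used. With peaks of at least 3-fold 114 bins were higher and 38 lower, and with covered length matched 66 were higher and 43 lower. Lower genes still outnumbered higher ones, with 36 against 8 at 3-fold and 58 against 4 at matched length. With genes extended by 1 kb on both sides 0 were higher and 0 lower. This does not test the excess among short genes, whose change the longer flanks dilute. PF3D7_1401400, lower by 100 percentage points also with peaks of at least 3-fold, was lower by 17.5 when extended.

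The higher genes in NF54-gexp02-Tom sexual rings were PF3D7_0221800 (chromosome 2, 873131-873319), PF3D7_1102800 (chromosome 11, 131703-131987) and the non-coding RNA gene PF3D7_1425000 (chromosome 14, 982349-982520), with differences of 100, 83.9 and 80.2 percentage points. All 3 rested on peaks under 3-fold, and the difference was 0 for each with peaks of at least 3-fold. Of 6 genes that went from 100% to 0%, the longest were PF3D7_1401400 (chromosome 14, 53411-53734), PF3D7_1102700 (chromosome 11, 128789-129064) and PF3D7_1148900 (chromosome 11, 1945778-1946047). Only that at PF3D7_1401400 remained with peaks of at least 3-fold. The longest runs had 2 bins each. Those at chromosome 4, 977001-979000, and chromosome 12, 1717001-1719000, were higher, and those at chromosome 4, 1119001-1121000, in PF3D7_0424700, and chromosome 6, 60001-62000, were lower in sexual rings.

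The lines shared no differing bin between sexual and asexual rings. Of the 2 bins higher in E5ind sexual rings, 0 were higher in NF54-gexp02-Tom, where 0.197% of the bins that could pass did so. With 0 lower bins in E5ind, the share of these lower in both lines has no value.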

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

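The tests in this part were chosen after the values were seen. The comparison of sexual with asexual rings went in opposite directions in the 2 lines for 2 values per library. The number of peaks rose by 112 and 192 in the 2 E5ind replicates and fell by 1157 in NF54-gexp02-Tom. The number of heterochromatic genes rose by 9 and 3 in E5ind and fell by 104 in NF54-gexp02-Tom. The difference between the lines was not tested, because NF54-gexp02-Tom had 1 library per stage.

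The asexual ring library of NF54-gexp02-Tom held 1235 peaks under 3-fold, the sexual ring library 255. With peaks of at least 3-fold the difference in NF54-gexp02-Tom was -177 peaks, while E5ind had 50 and 158 more in sexual rings, so low-fold peaks made up most of the drop and the opposite direction stayed. For heterochromatic genes the same filter left a difference of -28 in NF54-gexp02-Tom, against -8 and 2 in E5ind, where the replicates then disagreed in direction. Without a second NF54-gexp02-Tom library the spread of these differences is unknown, and low-fold peaks cannot be told apart from a difference between the lines as their source. Different processing of the 2 lines is neither shown nor excluded. Of the asexual ring peaks in NF54-gexp02-Tom, 1.12% lay below the lowest −log10 q of any E5ind peak, but this lowest value also varied among E5ind libraries, from 2.21 to 5.49, and the tag for removed duplicates was missing from the peak names but not from the file names. Line and processing cannot be told apart here, and depth is unknown. A biological difference between the lines remains untested.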

How the results depend on the processing

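Genes extended by 1 kb were added as an alternative after the data were seen, and the tests and alternatives otherwise were not. A gene region with 1 kb upstream was not run, because the gene table gives no strand, and no share of sexual ring bins lower in both lines was computed under the main setting, where E5ind had 0 such bins. Of the 26 results recomputed with −log10 q of at least 10, 22 kept their direction and call, or for counts stayed within 1.5 times, and 20 did so with peaks joined, 16 with peaks of at least 3-fold and 12 at matched covered length. Subtelomeres of 50 or 150 kb, genes called at 25% or 75% and similarity over bins each left the call of their result as it was. The exact permutation p of the subtelomeric share was nonetheless 0.0571 with 150 kb, against 0.676 with 50 kb. Except where said, the cause was not tested.

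With −log10 q of at least 10, E5ind sexual rings had 6 higher bins than asexual rings, stage I had 1 higher bin than sexual rings, and NF54-gexp02-Tom had 1 higher and 61 lower genes. With peaks of at least 3-fold the stage effect on the subtelomeric share passed (exact permutation p = 0.0286), 6 bins were higher in E5ind sexual rings and 2 bins and 1 gene were lower in stage I. In stage II-III 3 genes were then lower than in stage I and 4 lower than in asexual rings, and NF54-gexp02-Tom had 114 higher and 38 lower bins and 8 higher and 36 lower genes.

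Matching covered length turned the difference in profile similarity around (exact permutation p = 0.790). It gave 1 lower bin in E5ind sexual rings, and 0 higher bins, 9 lower bins and 3 lower genes in stage I. Bins higher in stage II-III numbered 32 against stage I and 51 against asexual rings. For genes, 11 were higher and 4 lower than in stage I, and 5 higher and 3 lower than in asexual rings. NF54-gexp02-Tom had 66 higher and 43 lower bins and 58 lower genes. Joining peaks gave 2 lower bins and 1 lower gene in E5ind sexual rings, 2 higher genes in stage I, and 97 higher and 224 lower bins and 9 higher genes in NF54-gexp02-Tom.

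A gap of 25 points admits more bins and genes by construction, and a gap of 75 fewer. At 25, bins higher and lower were 9 and 2 for sexual rings, 7 and 1 for stage I, 211 and 42 for stage II-III against stage I, 219 and 37 against asexual rings, and 231 and 502 in NF54-gexp02-Tom. Lower genes numbered 4 against stage I and 5 against asexual rings, and NF54-gexp02-Tom had 10 higher and 286 lower. At 75, 1 bin was higher in E5ind sexual rings and 0 in stage I. Stage II-III had 48 higher and 6 lower bins against stage I, 52 and 10 against asexual rings, 24 and 23 higher genes, and 0 lower genes against asexual rings. NF54-gexp02-Tom had 6 higher and 13 lower bins and 38 lower genes.

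The number of bins also follows their width. Bins of 500 bp gave 9 higher and 2 lower in E5ind sexual rings, 5 and 2 in stage I, 257 and 49 in stage II-III against stage I, 272 and 45 against asexual rings, and 201 and 434 in NF54-gexp02-Tom. Bins of 2 kb gave 0 higher in stage I, 40 and 5 in stage II-III against stage I, 41 and 6 against asexual rings, and 3 and 13 in NF54-gexp02-Tom. With genes extended by 1 kb, 12 genes were higher and 1 lower against stage I, 11 and 2 against asexual rings, and NF54-gexp02-Tom had 0 and 0. The flanks dilute a change confined to a short gene, so these counts can fall by construction.

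With replicate number as a block, the profile similarity of same-stage pairs passed at the smallest p that its 24 arrangements can give (exact permutation p = 0.0417). The replicate numbers are not stated to be batches. As a check, differences between the replicates were correlated over 4319 bins between pairs of stages, with r from 0.282 to 0.596. Bins are not independent, and 2 numbers cannot separate a batch from other differences.

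Leaving out 1 library at a time drops a condition from the gap rule, so counts could rise by construction. Exact permutation p-values, lowest to highest, were 0.410 to 0.838 for the number of peaks, 0.143 to 0.971 for covered length, 0.0762 to 0.810 for the subtelomeric share, 0.105 to 0.305 for heterochromatic genes and 0.0952 to 0.619 for profile similarity, where the difference turned around without stage I replicate 1 (0.581) or replicate 2 (0.619). In sexual rings against asexual rings, 5 to 26 bins were higher and 0 to 51 lower, and 0 to 18 genes higher and 0 to 5 lower. The extremes came without asexual ring replicate 1 or sexual ring replicate 1 (5 higher bins), asexual ring replicate 2 (26 higher and 23 lower bins, 5 lower genes), sexual ring replicate 1 (51 lower bins) and sexual ring replicate 2 (18 higher genes). In stage I against sexual rings, 7 to 89 bins were higher and 0 to 11 lower, and 0 to 1 genes higher and 0 to 21 lower, with 89 without sexual ring replicate 1, and 11 bins and 21 genes without sexual ring replicate 2. In stage II-III against stage I, 115 to 395 bins were higher and 26 to 63 lower, and 44 to 68 genes higher and 0 to 4 lower. Against asexual rings the ranges were 124 to 380, 18 to 46, 44 to 66 and 1 to 10. The highest counts of gained bins and genes came without stage II-III replicate 2. The highest counts of lost bins came without stage II-III replicate 1 (63 against stage I) and asexual ring replicate 2 (46 against asexual rings).

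Depth is unknown. A weak region can be missed in a shallower library, so counts of lost and gained bins are limited by it to an extent that these lists cannot give.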

Other observations

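Of the tests in this part, those of distance to covered bins, of the covered share of other genes beside PF3D7_1222600, of bases in genes and of joined peaks at chromosome ends were chosen before their values were seen, and the others after.

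The separation of stage II-III from the other E5ind libraries was set against all 28 ways of choosing 2 of the 8 libraries. The stage II-III pair had 97 bins covered at least 50 points more than in each of the other 6 libraries, and 1 of the 28 pairs, itself, reached that count. The highest of the other pairs had 5 bins, and the pairs of the remaining stages had 0. For genes the counts were 38 and at most 3. Stage II-III was singled out after its counts were seen and 4 stages offered a pair each, so a rank of 1 among 28 splits cannot exclude chance, and the gap between 97 and 5 bins is given as a value. Low-fold peaks do not account for most of the gain over asexual rings. Of the 122 bins, 94 passed again with peaks of at least 3-fold and 28 did not, and 20 others passed only then. A larger amount called in stage II-III stays open for bins, with 51 higher and 25 lower at matched covered length, and for genes, with 5 higher and 3 lower, because matching removes the least significant peaks of the longer lists whether or not they are real, and depth is unknown. In replicate 2, where stage I and stage II-III lists covered 2065 and 2071 kb, 126 bins were at least 50 points higher in stage II-III and 67 lower.

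A hypothesis was that gained coverage spreads from asexual heterochromatin. Of the 122 gained bins, 41.0% lay within 5 kb of a bin covered in both asexual ring libraries. Uncovered bins drawn at random at the same distances from chromosome ends, in classes of 10 kb, gave a median of 39.3% over 10000 sets, and 38.8% of the sets were at least as high. By this measure gained bins were no closer to asexual heterochromatin than their place near chromosome ends gives. A spread over more than 5 kb would be missed, so the hypothesis is not excluded. On chromosome 11 a stage II-III replicate 1 peak (1975620-1999905) contained the asexual ring replicate 1 peak (1989856-1998307). In replicate 2 separate peaks lay there. Reads shared between near-identical subtelomeric sequences could add peaks near chromosome ends. Of the gained bins 83.6% lay within 100 kb of a chromosome end, against 77.3% and 77.8% of the covered length in asexual rings, and without sequence this stays open.

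On the map of chromosome 11 some peaks of stage II-III replicate 2 lie over genes and others between them. Over the genome, 49.9% of the bases covered in stage II-III and not in asexual rings lay in genes in replicate 2, but 28.5% in replicate 1, against 44.3% and 42.3% of the asexual ring bases, so the pattern was not general. Low-fold peaks covering mostly genes were weighed as an explanation for replicate 2. Asexual ring peaks under 5-fold had 45.7% of their bases in genes on average, and those of 5-fold or more 43.1%. Under 5-fold the share was 46.8% in replicate 1 and 44.6% in replicate 2, against 42.0% and 44.3% at 5-fold or more. Low-fold asexual ring peaks thus did not lie mostly in genes, nor reach the 49.9% of the gained bases in replicate 2. This argues against the explanation for asexual ring peaks only, because stage II-III peaks were not split by fold. No biological explanation was tested.

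The decline at PF3D7_1222600 was weighed against a loss of enrichment in whole libraries. Over the 220 protein-coding genes covered over at least 90% in both asexual ring libraries, the median change to stage II-III was 0 percentage points, and 0 of the 219 others fell as much as PF3D7_1222600. At stage I 0 others fell as much either, and in sexual rings 4 did. A covered share near 100% hardly moves when enrichment drops, so these shares leave a lower enrichment of whole libraries open. Partly covered genes can move both ways. Of 102 genes covered over 10% to 90% in both asexual ring libraries, 76 rose and 26 fell to stage II-III in replicate 1, and 75 rose and 26 fell in replicate 2. For 69 genes at 50% to 90% the counts were 50 and 19, then 51 and 17, and for 51 genes at 25% to 75% they were 32 and 19, then 31 and 19. These 3 ranges were picked after the values were seen. More genes rose than fell in each, which a lower enrichment alone would not give, but a greater depth of the stage II-III libraries would offset it and depth is unknown. The rank by peak fold inside each library, which an equal loss at all genes leaves in place, was therefore compared over the same 220 genes. PF3D7_1222600 went from percentile 96.3 to 1.83 in replicate 1 and from 52.5 to 2.28 in replicate 2. The fall was milder when its highest peak was ranked among all peaks of its list. That percentile went from 95.0 in asexual rings to 28.6 in stage II-III in replicate 1, and from 81.5 to 43.8 in replicate 2. Stage I stood at 27.0 and 43.2, so by this rank there was no further fall to stage II-III. Among the 220 genes, 30 in replicate 1 and 43 in replicate 2 started within 10 percentile points of PF3D7_1222600 in asexual rings. They lay under 20 and 31 asexual ring peaks, and genes under 1 peak share its fold. Of these genes 0 ended as low among the 220, and the lowest of them ended at percentiles 16.4 and 21.2. This argues against an equal loss at all genes as the whole cause. It replaced an earlier comparison of rank falls, which few genes started high enough to match. A loss that differs between genes for technical reasons was not tested. The order of the 4 stages was the same in both replicates. Over the 576 combinations of stage orders, 6 gave as strong an order in any of the 11 genes listed beforehand (exact permutation test within replicate number, two-sided, p = 0.0104). The test was chosen after the order was seen and restates it, so it neither excludes a chance order nor establishes a trend. The share of the gene's span under peaks does not show whether each cell lost part of the mark or a part of the cells lost it whole, and mixed samples were not tested.

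The gain at chromosome ends was not uniform around PF3D7_0936600. That gene lost its peaks in stage II-III, while PF3D7_0936700 (chromosome 9, 1454422-1455720) rose from 47.0% and 41.5% covered in asexual rings to 100% in both stage II-III libraries, and PF3D7_0936800 (chromosome 9, 1458392-1459862) from 19.5% and 11.3% to 100% and 85.2%. Both neighbours were picked after their values were seen, and the coordinates of chromosome 9 were not checked by the shift test.

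Genes that gained coverage in E5ind stage II-III were covered in NF54-gexp02-Tom rings more often than other genes, though most were not. With peaks of at least 3-fold, 10 of the 35 gained genes within 100 kb of a chromosome end were covered over at least 50% in sexual rings of that line, against 10 of 174 other genes there that were covered under 50% in both E5ind asexual ring libraries (Fisher's exact test, two-sided, p = 0.000281). In asexual rings of NF54-gexp02-Tom the counts were 10 and 15 (p = 0.00264, Fisher's exact test). A candidate explanation is that loci that differ between lines are those that change with stage. Partial coverage of the gained genes in E5ind asexual rings stays open as a part of the difference. Among genes at 0% in both asexual ring libraries, 4 of 27 gained and 5 of 145 other genes were covered in sexual rings of NF54-gexp02-Tom (Fisher's exact test, two-sided, p = 0.0352), too few to decide. Neighbouring genes share peaks and are not independent, so these p-values are too small by an unknown amount.

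The outer 20 kb of chromosomes were covered over 82.1% to 88.4% in E5ind libraries but over 46.7% and 43.2% in asexual and sexual rings of NF54-gexp02-Tom. Broken peaks were tested as the source by joining peaks within 1 kb. This raised the NF54-gexp02-Tom values to 56.7% and 48.2%, still below the lowest E5ind value. A difference between the lines in the sequence of chromosome ends, in depth or in the treatment of reads with several matches stays open.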
